A study of Mus musculus with 10 samples.

How the data were processed

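The series holds 10 samples of mouse testis. Whole-testis suspensions from 2 germline Smarca5 knockout samples (genotype Smarca5 fl/delta; Ddx4-Cre+, called cKO here) were profiled by droplet single-cell RNA sequencing with a 3′ v3.1 chemistry and an input of 15000 cells. Chromatin accessibility was measured by ATAC-seq in 8 libraries of 50000 sorted cells each. These were cKIT+ cells of wild type C57BL6 (2 libraries) and cKO (2 libraries), and cells sorted on 4C DNA content after Hoechst staining, described by the submitters as pachytene or pachytene-like, of wild type (2 libraries) and cKO (2 libraries). The labels of the cKIT+ libraries carry the text on both sorts; the line on library construction names cKIT+ cells, and that line set their group. A sort on 4C DNA content holds every replicated diploid cell and meiotic cells before the first division, so these libraries are called 4C-sorted here. Replicate numbers come from the labels, which do not state that replicates came from separate animals, so p measures only the spread between samples.

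The single-cell matrices hold raw UMI counts per gene and barcode, made by the authors with Cell Ranger 7.1.0 (replicate 1) and 9.0.1 (replicate 2) per the file headers. Replicate 1 lists 987771 barcodes without a filter on cells and 63605819 UMIs in all; replicate 2 lists 17744 barcodes, the lowest with 500 UMIs, and 115830234 UMIs. Both list 32285 genes. The labels name the mm10 build, and Seurat 4.1.0 without its role. The ATAC files hold peaks called by the authors in each library with MACS2 after cutadapt and Bowtie2 on mm10, with versions and settings not given in the sources used here. Each deposited peak carries a score, a fold enrichment over the local background of the same library, and its −log10 p and −log10 q; these are the authors' own values. The lowest −log10 q in every list is close to 1, and the peaks lie on chromosomes 1 to 19, X and Y. No read counts per library accompany the peak lists, so the depth of these libraries is unknown and no interval is given for their shares.

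Cells were kept with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs, which left 8098 and 14262 barcodes. Scrublet, as implemented in scanpy 1.11.5, was run per sample with an expected doublet rate of 0.8% per 1000 cells; it called 722 and 1361 doublets, which were removed, leaving 7376 and 12901 cells. Counts were scaled to 10000 per cell and logged. For each sample, 2000 variable genes, 30 principal components, 15 neighbours and a shared-neighbour graph were used for Leiden clustering at resolution 1 and seed 1. Genes on X and Y, mitochondrial genes and members of the tested gene lists were barred from the variable genes, so that they could not define the classes compared. Clusters were named from 14 marker lists. A cluster took the class with most markers among its 10 leading genes (at least 2, without a tie), and otherwise the class with the highest mean log2 marker level. At least 3 markers had to be raised by more than 1 on the log2 scale and detected in at least 5% of the cells. A cluster could also be left unnamed for leading genes of another class or for markers of 2 somatic classes. These conditions left clusters of 461 and 37 cells unnamed, 6.75% of replicate 1. Leading genes were ranked by fold over the other cells with a pseudocount of 0.1 per 10000 and had to be detected in at least 25% of the cells. This naming rule was set after the clusters had been seen, while the markers were fixed earlier. Germ and somatic class shares are given with exact Clopper-Pearson 95% intervals, which cover counting error only.

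Counts were summed per sample and class for the 8 classes with at least 50 cells in both samples. Genes with low counts were removed with filterByExpr, which left 19227 genes. Libraries were scaled with TMM and fitted with the edgeR 4.0.16 quasi-likelihood model with the sample as a block. The contrasts were the mean of the 5 germ cell classes over the mean of the 3 somatic classes, and each germ cell class over the preceding one. P values are two-sided and were adjusted by Benjamini-Hochberg over all genes tested and, for each list, over the list alone, with a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of F. Lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and again with the correlation estimated from the data, and camera p values were adjusted over the 13 lists of a contrast. Somatic and germ cells of 1 sample come from the same suspension, and all single-cell samples are cKO, so no genotype comparison can be made in them. Levels of single genes per class are given as CPM, which is 10000 times the percent of UMIs. Free RNA was measured in the barcodes of replicate 1 with 10 to 100 UMIs. Of the 32285 genes, 26709 were matched to a chromosome by symbol or synonym, 998 of them on X and 123 on Y.

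For ATAC, peak number, covered length, and the share of peaks on X, on Y and at gene ends were compared on the log2 scale by two-sided exact permutation of the library labels. With 2 libraries against 2 there are 6 arrangements and the smallest p is 0.333. Stratified over both stages there are 36 arrangements and the smallest p is 0.0556, and between stages 70 arrangements with a smallest p of 0.0286. Peaks of the 4 libraries of a stage were merged into regions, and a region was present in a library when at least 1 bp overlapped. The annotation used (RefSeq on mm10) gives no strand, so the planned promoter window was replaced by windows of 1000 bp on either side of both annotated ends of 21887 protein-coding genes, called gene ends. A gene end was lost when both wild-type and neither cKO library had a peak there, and gained in the reverse case. Each end was tested separately, and numbers of lost or gained gene ends count the genes with such an end. Fold enrichments are means ± SD of 2 libraries. Each of 26 lists (12 test lists and the 14 marker lists) was compared with all other genes that could show the change by a two-sided Fisher's exact test, adjusted over lists and directions within a stage. Genes are not replicates, so these tests describe lists and not animals.

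The named genes follow a rule, and a few genes that meet it are not used here. For ATAC they are the 10 genes of each direction and stage with the highest mean fold, plus every list member that changed. For single cells they are Smarca5 and the other ISWI subunits, and up to 10 list genes of each direction among those past the threshold that moved the same way in both samples. The 12 test lists are ISWI subunits, other chromatin remodelers, CTCF and cohesin, meiotic chromosome axis and synapsis, meiotic break formation and recombination, retinoic acid response and meiotic entry, piRNA pathway, sperm flagellum and axoneme, p53 targets and apoptosis, DNA damage checkpoint, mitotic cell cycle, and housekeeping; X-linked genes (689 tested) were treated in the same way. The groups, tests, lists, markers, naming of genes and alternatives were chosen before the data were examined, apart from the cluster naming rule, the gene-end windows and the choices named as later ones. Alternatives were a −log10 q of at least 5, lists of equal length, an overlap of at least 50% of the region, windows of 500 and 3000 bp, shares of covered bases, labels exchanged only within replicate numbers, DESeq2 1.42.0 size factors and its Wald test, no filter on low counts, no sample block, doublets kept, cells with at least 500 or 2000 UMIs, mitochondrial limits of 5% and 20%, Leiden resolutions 0.5 and 2, joint clustering, and leaving out each library.

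The code was tested on simulated data. Counts were simulated with the library sizes, mean levels and spread of the pseudobulk samples, for pachytene or diplotene over leptotene or zygotene spermatocytes. Of 100 genes changed by 2 on the log2 scale 85 were recovered, and 16 of 100 changed by 1, with 4.72% of calls false. A raised list gave a camera p of 3.5e-26, and 2 of 50 random lists fell under 0.05. Correlation between the genes of a list was not among the features matched. In the data its estimate for this contrast ranged from −0.0029 (retinoic acid list) to 0.51 (flagellum list). The simulation thus does not show how often camera calls are false in lists with such correlation. In 40000 simulated regions all 2003 wild-type-only and all 1960 cKO-only regions were found. That checks the counting of regions only, and not whether such a split reflects the genotype. Python 3.11.15, R 4.3.3 and the packages named were used. Not analysed here were reads, and a wild-type single-cell sample is not used here since the series lists none.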

Results

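The data comprised 2 single-cell RNA samples of whole testis from Smarca5 conditional knockout (cKO) mice and 8 ATAC-seq peak lists. SMARCA5 is the ATPase of the ISWI chromatin remodelers, and Ddx4-Cre removes the floxed allele in germ cells. The ATAC libraries formed 4 groups of 2, wild-type and cKO cells sorted as cKIT+ (differentiating spermatogonia) or on 4C DNA content (pachytene or pachytene-like spermatocytes). The peak lists of cKIT+ cells held 44697 and 112518 peaks in wild type and 127222 and 121802 in cKO. Those of 4C-sorted cells held 55756 and 59417 in wild type and 54059 and 57788 in cKO. After filtering, the single-cell samples held 7376 cells with a median of 3676 UMIs and 12901 cells with a median of 4331 UMIs. The labels frame the series as a study of SMARCA5 in meiotic gene expression and male fertility.

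Smarca5 transcripts were present in cKO germ cells and were most frequent before pachytene. In differentiating spermatogonia Smarca5 stood at 326 CPM (counts per sample and class, scaled) in replicate 1 (exact 95% interval 290 to 366) and 255 in replicate 2 (219 to 295). It stayed near that level in leptotene or zygotene spermatocytes, at 282 and 274 CPM, and then fell to 57.4 and 36.9 in pachytene or diplotene spermatocytes and to 11.6 and 4.02 in round spermatids. The fall was −2.10 ± 0.37 on the log2 scale (SE, 2 samples, edgeR adjusted p = 2.3e-05) into pachytene or diplotene spermatocytes, and −2.67 ± 0.39 (adjusted p = 6.2e-07) into round spermatids. Somatic classes, in which Ddx4-Cre should not act, had 41.5 and 45.4 CPM in Sertoli cells, 65.5 and 29.2 in Leydig cells and 39.5 and 36 in macrophages, and the low-count barcodes of replicate 1, which hold free RNA, had 43.6 CPM (32.0 to 58.0). Over all germ cell classes the mean level was 0.06 ± 0.21 above that of the somatic classes (adjusted p = 0.90). It was 0.40 above without replicate 2 and at −0.15 without replicate 1, and with doublets kept it was 0.52 above (adjusted p = 0.0172). The labels do not give the deleted exon, and 3′ tags can come from a transcript that lacks it, so these counts do not measure the deletion. At the locus itself (chromosome 8, 80699943 to 80739459, mm10), a peak lay at the upper annotated end in all 8 ATAC libraries, with fold enrichments of 7.90 to 9.91.

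**Figure D1:**
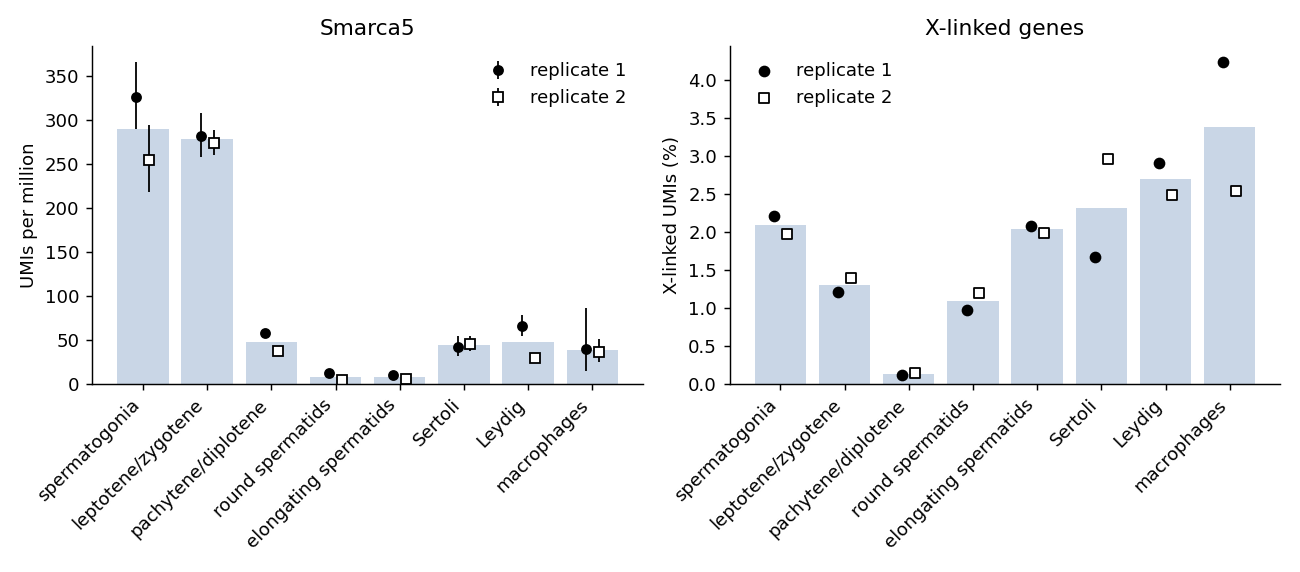
Smarca5 CPM and the percent of UMIs from X-linked genes (vertical axes) in each cell class (horizontal axis) of the 2 cKO testis samples, 1 point per sample. Smarca5 stood at 255 to 326 CPM in differentiating spermatogonia and 4.02 to 11.6 in round spermatids, and the X-linked share was lowest in pachytene or diplotene spermatocytes, at 0.124%.

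Accessibility of the 4C-sorted cells differed most between genotypes on the sex chromosomes. Wild-type libraries had 7216 and 8700 peaks on X, and cKO libraries had 1962 and 2359. X held 13.8% ± 1.20 of peaks in wild type and 3.86% ± 0.320 in cKO (SD, n = 2 each), a log2 change of −1.84 (two-sided exact permutation p = 0.333, the smallest that 2 libraries against 2 can give). Y moved the same way, from 1.76% ± 0.443 to 0.333% ± 0.00831 of peaks, a log2 change of −2.37 (exact p = 0.333). Among peaks with a −log10 q of at least 5 the change was −0.56 on X and −0.13 on Y (exact p = 0.333 for both). In cKIT+ cells the number of Y peaks hardly differed, with 129 and 137 in wild type and 130 and 124 in cKO (log2 change −0.07, exact p = 0.667). The Y share there was lower in cKO by a log2 change of −0.88 (exact p = 0.333), mainly through the short list of wild-type replicate 1 (0.289% on Y, against 0.122% in wild-type replicate 2 and 0.102% in both cKO libraries). Over both stages the change was −1.63 in Y share (exact permutation p = 0.0556, the smallest of 36 arrangements), and the p was 0.111 both for the number of Y peaks and for the Y share of covered bases. In the full lists of 4C-sorted cells autosomal peaks did not fall, with 47736 and 49488 in wild type and 51920 and 55233 in cKO. Among peaks with a −log10 q of at least 5 they numbered 18285 and 19216 in wild type and 17091 and 18380 in cKO. In cKIT+ cells X held 1.98% ± 0.0318 of peaks in wild type and 2.10% ± 0.00752 in cKO, a change of 0.08 (exact p = 0.333). That change turned to −0.07 among peaks with a −log10 q of at least 5 and to −0.02 in lists of equal length. The genotype change in 4C-sorted cells minus that in cKIT+ cells was −1.92 (exact permutation p = 0.0556, the smallest of 36 arrangements). It was −0.50 (exact p = 0.278) among peaks with a −log10 q of at least 5 and −1.81 (exact p = 0.278) in lists of equal length. Between stages, 4C-sorted libraries of both genotypes together had an X share 1.84 above that of cKIT+ libraries (exact permutation p = 0.0286), which became 0.26 (exact p = 0.257) among peaks with a −log10 q of at least 5. Without any 1 of the cKIT+ libraries the exact p of that stage difference was 0.0857, for differences of 1.82 to 1.85. Across both stages the genotype change in X share was −0.88 (exact permutation p = 0.333), and with labels exchanged only within replicate numbers, as a block, its p was 0.5.

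**Figure D2:**
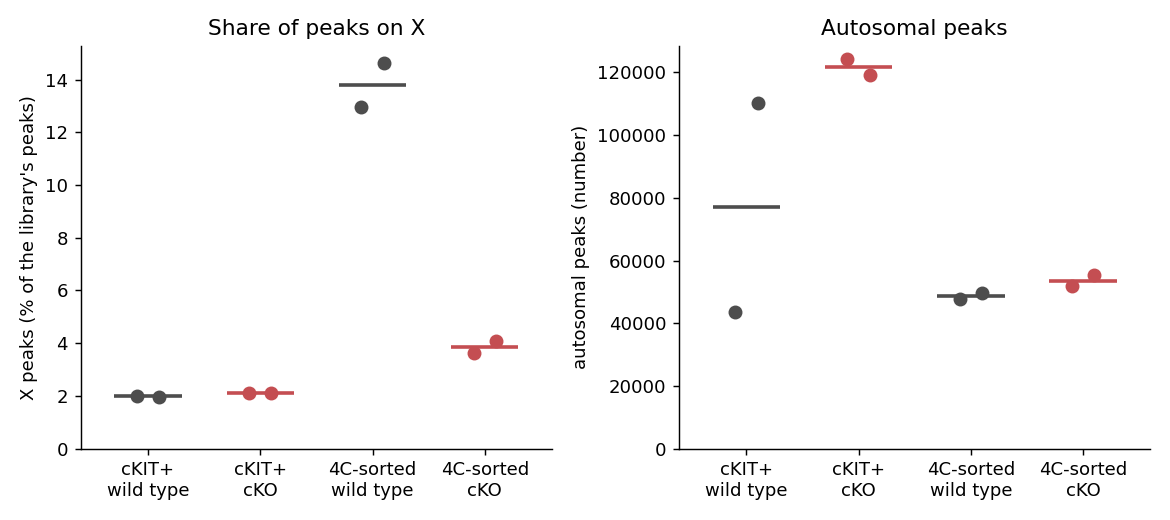
Share of ATAC peaks on X (vertical axis, percent) in each of the 8 libraries (points) by stage and genotype, with group means as bars. In 4C-sorted cells the wild-type mean was 13.8% and the cKO mean 3.86%; in cKIT+ cells the means were 1.98% and 2.10%.

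The loss ran along nearly the whole of X and was smallest at gene ends. In 34 of 35 windows of 5 Mb both cKO libraries had fewer 4C-sorted peaks than both wild-type libraries, and the exception was the last window, at the distal end. The cKO to wild-type ratio had a median of 0.248 over windows and ranged from 0.0885 to 0.978. Peaks at gene ends fell least, from 745 ± 8.49 to 577 ± 7.78 (SD, n = 2), a ratio of 0.774. Peaks within gene bodies fell to a ratio of 0.256, and those outside genes to 0.209, from 5546 ± 777 to 1157 ± 194. On autosomes the same ratios were 1.04, 1.10 and 1.16. Of the merged regions on X, 1803 were in both wild-type and neither cKO library, 33 were in both cKO and neither wild-type library, and the other splits of the 4 libraries gave 92 to 164. These counts depend on the libraries compared and on weak peaks. Without wild-type replicate 1 the wild-type-only count on X was 6869 and without replicate 2 it was 5445. The cKO-only count was 72 without wild-type replicate 1, 84 without wild-type replicate 2, 692 without cKO replicate 1 and 433 without cKO replicate 2. Among peaks with a −log10 q of at least 5 the 2 counts were 112 and 8.

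**Figure D3:**
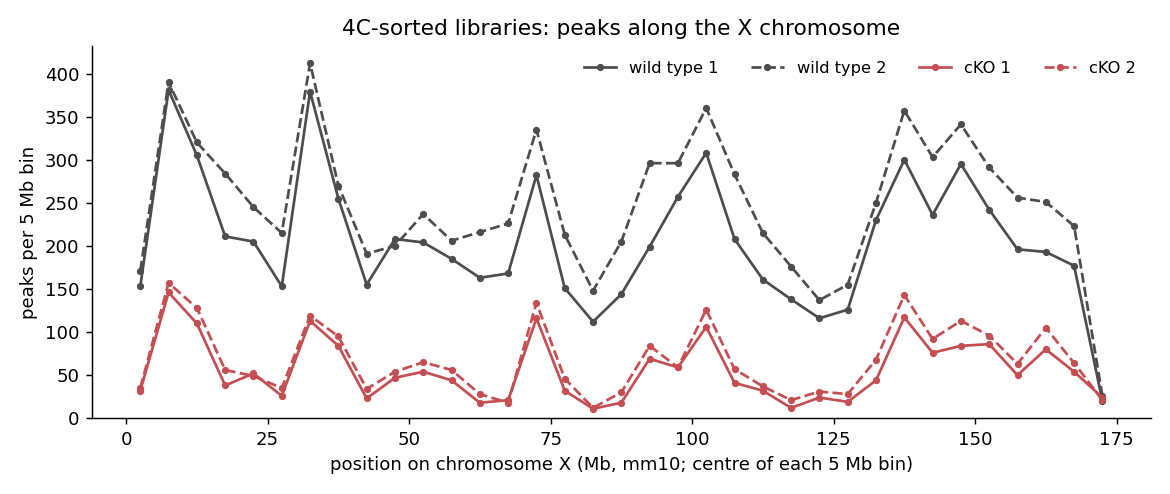
Number of ATAC peaks of 4C-sorted cells (vertical axis) in windows of 5 Mb along X (horizontal axis, Mb, mm10) in the wild-type and cKO libraries. Both cKO libraries lay below both wild-type libraries in 34 of the 35 windows.

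Gene ends of 4C-sorted cells lost peaks on X far more often than on autosomes. Each end was taken separately, so a gene with a loss can keep a peak at its other end. Of 13479 genes with a peak at a gene end in both wild-type libraries, 273 had none at that end in either cKO library. They included 74 of 616 X-linked genes (12.0%) and 192 of 12841 autosomal genes (1.5%; two-sided Fisher's exact p = 4.0e-38, a test chosen after the X share had been seen). Gains were rarer on X, with 3 of 784 genes against 389 of 18163 autosomal genes (Fisher's exact p = 9.6e-05, also chosen after). Among the losses with the strongest wild-type peaks were Nkapl (chromosome 13, peak 21468041 to 21468727, fold 7.59 ± 0.0554, SD, n = 2), Maged2 (X, 150812900 to 150814012, 7.18 ± 0.108), Nup210l (chromosome 3, 90212936 to 90214168, 6.87 ± 0.486) and the spermatocyte gene Pdha2 (chromosome 3, 141210907 to 141211996, 6.03 ± 0.0701). Others of this rank were Gm2959, Ptprn, Tnfrsf26, Ptpn1, 4930544G11Rik and Cpa6, at 5.32 to 6.82. From the fixed lists, Piwil4 of the piRNA pathway (4.22 ± 0.470) and the ISWI subunit Rbbp4 (3.21 ± 0.196) lost a peak. It lay at the upper annotated end of Piwil4 and at the lower end of Rbbp4. Without strand, either end may be the promoter or the 3′ end. Gains were led by Slc35e2 (chromosome 4, 155624334 to 155625151, 7.84 ± 0.351), Osgin2 (chromosome 4, 16013555 to 16014394, 7.36 ± 0.136), 4930438A08Rik (7.29 ± 1.78) and Ebf2 (6.26 ± 0.953), followed by Ndufaf8, Cfap157, Myo15b, Pkd2l1, Muc13 and H2bl1 at 5.23 to 6.24. List members among the 392 gains were the flagellar genes Ropn1 (3.67 ± 0.119) and Dnah1 (3.42 ± 1.22), the spermatogonial gene Kit (3.77 ± 0.958), Oaz3, Tcf21, Cd3e and the ISWI subunit Baz2a (2.46 ± 0.102). These gained peaks lay at the lower end of Ropn1 and Baz2a and at the upper end of the others. None of the 26 lists passed the threshold in either direction, the flagellum list coming closest (2 gains, Fisher's exact p = 0.0367, adjusted p = 1).

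Counts of gene ends and regions in 4C-sorted cells moved with single libraries, because leaving one out relaxes the rule. The 273 losses became 848 without wild-type replicate 1, 840 without wild-type replicate 2, 449 without cKO replicate 1 and 524 without cKO replicate 2. The 74 X-linked losses became 149 without either wild-type library and 117 without cKO replicate 2. The 392 gains became 623, 777, 1076 and 928 in the same order of omission. On autosomes 2361 regions were in both wild-type and neither cKO library and 4316 in both cKO and neither wild-type library, while the other splits gave 1037 to 2032. Without wild-type replicate 1 or 2 the wild-type-only count was 11128 or 12034, and without cKO replicate 1 or 2 it was 3672 or 4305. The cKO-only count was 16482 without cKO replicate 1, 14766 without cKO replicate 2 and 7663 without wild-type replicate 2. With a −log10 q of at least 5 the balance turned, to 1436 wild-type-only and 780 cKO-only autosomal regions. At gene ends it turned as well, to 318 losses, 52 of them X-linked, and 200 gains. In total peak number cKO and wild type differed by −0.04 on the log2 scale (exact permutation p = 0.667), and in covered length by −0.02 (exact p = 1).

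In cKIT+ cells the 2 cKO lists were longer than the wild-type lists, and 1 library set most of that difference. The log2 change was 0.81 in peak number (exact permutation p = 0.333) and 0.72 in covered length (exact p = 0.667). Without wild-type replicate 1 the change in peak number was 0.15, and without wild-type replicate 2 it was 1.48. Wild-type replicate 1 had 44697 peaks over 15770810 bp, against 40167225 to 48142242 bp in the other 3 libraries, and without it the change in covered length was −0.05. The share of peaks at gene ends was 29.6% in that library and 14.4% to 15.6% in the other 3, so that the genotype change of −0.51 (exact p = 0.667) shrank to −0.08 in lists of equal length. In 4C-sorted cells that share ranged from 24.1% to 26.6%, a change of 0.07 (exact p = 0.333). Of the merged cKIT+ regions, 14719 were in both cKO and neither wild-type library and 1558 in both wild-type and neither cKO library, with 247 to 5885 in the other splits. The cKO-only count was 70815 without wild-type replicate 2, 32041 without cKO replicate 2 and 25161 without cKO replicate 1. The wild-type-only count was 16363 without wild-type replicate 1 and 9943 without wild-type replicate 2. In lists of equal length the counts were 2296 and 517. Across both stages, with labels exchanged only within replicate numbers as a block, the change in peak number was 0.38 (exact permutation p = 0.5). It was 0.05 without cKIT+ wild-type replicate 1 and 0.72 without cKIT+ wild-type replicate 2.

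At cKIT+ gene ends, 715 genes gained a peak in cKO and 70 lost one. The strongest gains were at Rnase11 (chromosome 14, 51054113 to 51054725, fold 13.5 ± 0.833, SD, n = 2), Rab17 (chromosome 1, 90956667 to 90957190, 12.3 ± 0.15), Exoc3 (chromosome 13, 74208426 to 74209178, 9.87 ± 0.702), and 1 peak shared by Taok2 and Tmem219 (10.1 ± 0.763). Galns, Vstm2l, Mknk1, Bex2 on X and Uros followed at 8.51 to 9.29. Meiotic genes on the lists gained peaks too, namely Prdm9 (chromosome 17, 15544036 to 15544824, 5.19 ± 0.574), Spata22 (3.92 ± 0.311), Ccnb1ip1 (3.67 ± 0.774) and Gtsf1 of the piRNA pathway (5.15 ± 1.45). So did the spermatogonial genes Neurog3 (4.47 ± 0.105) and Dmrtb1 (3.72 ± 0.491), the cohesin genes Stag1 (5.35 ± 2.29) and Mau2 (3.29 ± 0.0803), Dnah1, Rxrb, Chd2 and Tssk2. Among these meiotic, spermatogonial and other list genes, the peak lay at the lower annotated end of Prdm9, Gtsf1, Stag1, Mau2 and Tssk2. It lay at the upper end of the others. Without strand, either end may be the promoter or the 3′ end. Somatic markers with a gained peak were Cst9 (4.21 ± 1.22) and Fshr (3.58 ± 0.451) of Sertoli cells, Col1a1, Csf1r and Cd3e. Losses were led by Lpar2 (chromosome 8, 69831969 to 69832914, 7.11 ± 1.20), Ddx52 (6.40 ± 2.03), Mt1 (5.72 ± 0.213) and Gm7697 (5.11 ± 0.0728), then Msantd2, Nmi, 2410141K09Rik, Gm14590, Zfp26 and Gm14596 at 3.84 to 4.98, with Hba-a1 as the only list member. None of the 26 lists passed (smallest adjusted p = 0.289, Fisher's exact test, erythroid cells, lost; Sertoli cells gained, p = 0.0206, adjusted p = 0.537), and without wild-type replicate 2 there was 1 that did. X-linked genes neither lost (3 of 396, Fisher's exact p = 0.480) nor gained (39 of 905, p = 0.600) more often than autosomal genes. The 715 gains were 4346 without wild-type replicate 2, 1409 without cKO replicate 2 and 1076 without cKO replicate 1, and 169 in lists of equal length. The 70 losses were 699 without wild-type replicate 1, 327 without wild-type replicate 2 and 121 without cKO replicate 1, and 145 in lists of equal length. Among peaks with a −log10 q of at least 5 there were 1169 gains and 8 losses.

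Genes that gained a gene-end peak at both stages numbered 24, Cd3e, Dnah1 and Rab17 among them. By chance 9.99 were expected among the genes that could gain at both. Of the genes with a gain in cKIT+ cells, 16 had a loss in 4C-sorted cells, where 9.34 were expected. Stages were matched by gene, so the end that changed can differ between them. A peak was lost at both stages at C130026I21Rik and Pisd (0.329 genes expected), which were named after their values were seen. In 4C-sorted cells, libraries of 1 genotype resembled each other slightly more than libraries of different genotypes. The Jaccard index of covered bases was 0.505 between wild-type libraries, 0.524 between cKO libraries and 0.466 to 0.484 across genotypes, a difference of 0.0397 (exact permutation p = 0.333). In cKIT+ cells single libraries decided this. The cKO pair reached 0.620 and wild-type replicate 2 overlapped the cKO libraries by 0.538 and 0.553, while wild-type replicate 1 stayed at 0.241 to 0.272 with every other library, 0.242 with wild-type replicate 2. The within-genotype difference in cKIT+ cells was 0.0302 (exact permutation p = 0.333). It was −0.17 without cKO replicate 1, −0.15 without cKO replicate 2, 0.0749 without wild-type replicate 1 and 0.363 without wild-type replicate 2, and 0.0551 among peaks with a −log10 q of at least 5.

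The cKO testis held germ cells of every stage from differentiating spermatogonia to elongating spermatids. Germ cell classes made up 77.6% of replicate 1 and 82.1% of replicate 2 (79.8% ± 3.18, SD, n = 2). Pachytene or diplotene spermatocytes were the largest class, at 33.4% ± 1.98, and round spermatids made up 14.9% ± 0.430 and elongating spermatids 16.0% ± 2.99. Differentiating spermatogonia took 4.69% (exact interval 4.22 to 5.20) of replicate 1 and 1.29% (1.11 to 1.5) of replicate 2, and leptotene or zygotene spermatocytes 9.0% (8.36 to 9.68) and 16.1% (15.4 to 16.7). These differences between samples exceed counting error and depend on how clusters are named. A cluster of 450 cells in replicate 2, counted as leptotene or zygotene, shared Hist1h2ap, Crabp1, Hmgn2, Cdkn2a and Ptma among its leading genes with the spermatogonial cluster of replicate 1. With the samples clustered together spermatogonia made up 4.6% and leptotene or zygotene spermatocytes 8.57%, against means of 2.99% and 12.5%, and at Leiden resolution 2 spermatogonia made up 1.61%. Of the somatic classes, Leydig cells made up 9.96% ± 1.73 although the tubules had been washed to deplete them, Sertoli cells 4.34% ± 0.816 and macrophages 1.70% ± 0.335. Of the 250 macrophages of replicate 2, 95 came from a cluster with 9 Leydig markers raised, as many as of its own. A cluster of 37 cells in replicate 1 with 9 Leydig markers raised shared Wfdc17, Mrc1 and F13a1 with the macrophage cluster and stayed unnamed. The macrophage shares thus depend on naming. Peritubular myoid cells (0.899%) and lymphocytes (0.124%) were found in replicate 2 alone, and stromal cells (0.529%) in replicate 1 alone. The myoid cluster also had 7 stromal markers raised, as many as of its own, and shared Gsn, Dcn, Mgp, Cyp26b1 and Fgl2 among its leading genes with the stromal cluster, so these 2 classes may be 1 population named in 2 ways. Undifferentiated spermatogonia, endothelial and erythroid cells formed no class of their own. The spermatogonial cluster of replicate 2 had 4 undifferentiated markers raised and Zbtb16 among its leading genes. That of replicate 1 had 5 leptotene or zygotene markers raised and Ccna2, Cenpa and Hist1h2ap among its leading genes. The class named differentiating spermatogonia, and the meiotic entry comparison built on it, may therefore hold unlike cells in the 2 samples. A cluster of 461 cells in replicate 1 had raised round spermatid markers and the endothelial marker Flt1 among its leading genes and stayed unnamed; counted as round spermatids, an alternative added later, it brought that class to 18.0%. Spermatid classes were also split by naming. A cluster of 246 cells in replicate 1 was named round and one of 167 cells in replicate 2 elongating, although they shared Nkain3, Kcnb2, P2rx3 and Schip1 among their leading genes. A round cluster of 316 cells in replicate 1 shared 4933436I20Rik, Cnbd1 and C730002L08Rik with a cluster of 479 cells in replicate 2 named pachytene or diplotene. The closeness of the round spermatid shares and the spermatid comparisons rest on these names. Cells with few UMIs weigh on these shares, since at 500 UMIs and above pachytene or diplotene spermatocytes made up 27.6% and round spermatids 13.4%. No wild-type single-cell sample was part of the series, so the shares have no reference.

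**Figure D4:**
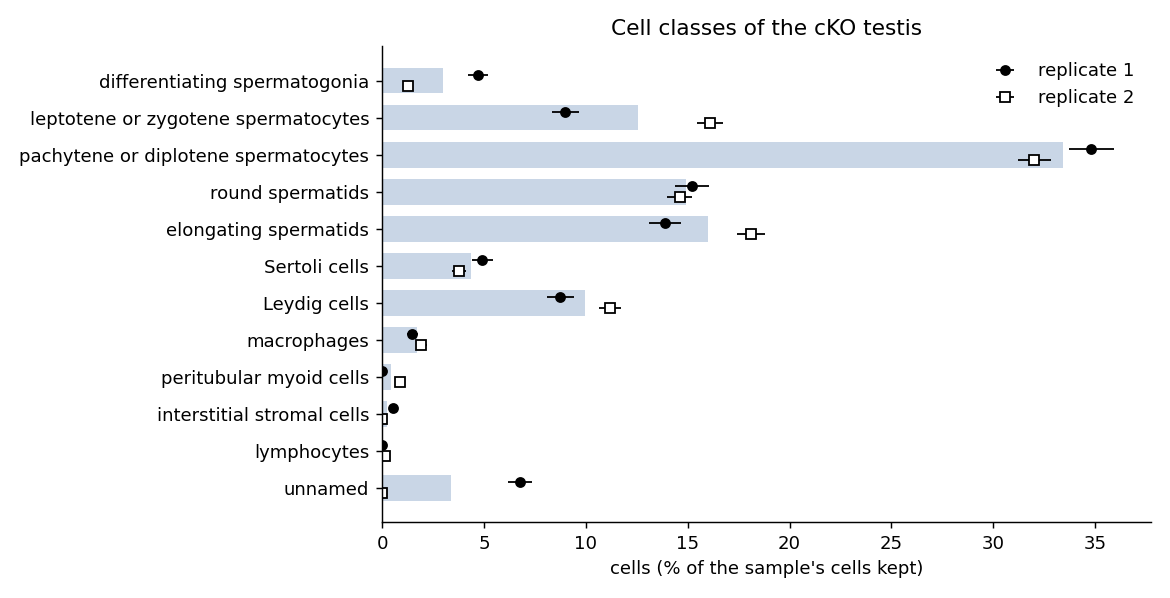
Percent of cells in each class (vertical axis) in the 2 cKO testis samples (points, with exact 95% intervals). Pachytene or diplotene spermatocytes were the largest class with a mean of 33.4%, and elongating spermatids made up 16.0%.

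Meiotic and piRNA genes were higher in germ cells of the cKO testis than in its somatic cells. Over somatic classes, 3876 genes were higher and 5056 lower of 19227, and the balance turned with DESeq2 size factors (4969 higher, 4778 lower, the median of all genes moving by 0.11) and with doublets kept (4860 and 4282). The somatic side includes Sertoli clusters with 9 raised elongating spermatid markers, 363 cells in replicate 1 and 261 of 486 in replicate 2. In the recombination list 22 of 27 genes were higher and 0 lower (24 higher adjusted over the list alone), with a median of 1.42 on the log2 scale (camera adjusted p = 1.0e-09; 0.11 with an estimated correlation). Shoc1 (2.70 ± 0.35, SE, edgeR adjusted p = 1.2e-07), Mei1 (2.49 ± 0.38; 4.28 without replicate 2 and 4.48 without replicate 1), Rnf212 (2.34 ± 0.32; 4.35 without replicate 2) and Mei4 (2.20 ± 0.47; 4.69 without replicate 1) led it. The axis and synapsis list had 15 of 17 higher (16 adjusted over the list alone; median 1.10, camera adjusted p = 4.4e-07; 0.13 estimated), the piRNA list 17 of 21 (17; 1.21, 1.7e-08; 0.13), the flagellum list 15 of 23 (17; 0.82, 3.4e-06; 0.22) and the mitotic list 14 of 20 with 1 lower (14; 1.00, 2.3e-05; 0.13). Lower in germ cells were p53 targets, 12 of 18 with 4 higher (13 and 4 over the list alone; −1.58, 0.0079; 0.13), among them Fas (−4.97 ± 0.83) and Bbc3 (−3.61 ± 0.59), and 8 of 15 housekeeping genes with 0 higher (8; −0.72, 0.00028; 0.13), among them B2m (−3.88 ± 0.22) and Tubb5. The p53 call ended with doublets kept (adjusted p = 0.0614) and at 2000 UMIs and above (0.0527). Not past the threshold were ISWI subunits (2 higher, 3 lower of 13, adjusted p = 0.71), other remodelers (3 and 8 of 21, 0.30), CTCF and cohesin (2 and 2 of 12, 0.80), the retinoic acid list (4 and 4 of 15, 0.41) and the checkpoint list (7 and 1 of 17, 0.050), which passed with size factors (0.0400), without the filter on low counts (0.0235) and with doublets kept (0.0164). Counts adjusted over the list alone equalled those over all genes for these 5 lists. Within the ISWI list the paralogue Smarca1 was lower in germ cells, at −4.81 ± 0.41 (adjusted p = 1.4e-11; −2.43 without replicate 2), as was Rbbp7, at −3.81 ± 0.22, both X-linked, while Cecr2 was higher by 2.36 ± 0.26. The highest fitted rises of list genes were in Ctcfl (5.52 ± 1.74), Btbd18 (3.61 ± 1.03) and Tnfrsf10b (3.21 ± 0.86), and these did not hold at 2000 UMIs and above (adjusted p = 0.060, 0.372 and 0.0882). Taken per sample, their log2 changes were smaller, at 2.71 and 1.94, 3.11 and 1.94, and 1.77 and 1.93. Those of Cecr2 were 2.76 and 2.15, so Ctcfl and Tnfrsf10b rank above it by the fit alone. With an estimated correlation none of these camera calls held.

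X-linked transcripts reached their lowest level in pachytene or diplotene spermatocytes and returned afterwards. They made up 2.09% ± 0.174 of UMIs in differentiating spermatogonia (SD, n = 2), 1.30% ± 0.127 in leptotene or zygotene spermatocytes, 0.124% ± 0.0220 in pachytene or diplotene spermatocytes, 1.08% ± 0.161 in round and 2.03% ± 0.0677 in elongating spermatids. Sertoli cells had 2.31% ± 0.914, Leydig cells 2.70% ± 0.305 and macrophages 3.38% ± 1.20, and low-count barcodes 0.967%. Y-linked transcripts fell alongside, from 0.0376% to 0.00281% and back to 0.0359% in round spermatids. Relative to leptotene or zygotene cells, 470 of 689 X-linked genes were lower in pachytene or diplotene spermatocytes and 16 higher (481 and 22 adjusted over the list alone). Their median log2 change was −3.02 (camera adjusted p = 6.1e-38; 0.012 with an estimated correlation). Into round spermatids 340 rose and 5 fell (335 and 4 over the list alone), with a median of 1.51 (1.5e-09; 0.14 estimated). Germ over somatic classes 332 were lower and 82 higher (334 and 87; −1.04, 1.6e-06; 0.13), and leptotene or zygotene over spermatogonia 99 lower and 25 higher (90 and 23; −0.23, 0.00066; 0.29). Relative to autosomal genes that last change was −0.50, and −1.44 in cells with at least 2000 UMIs. From round to elongating spermatids 135 rose and 70 fell (135 and 69; 0.49, 0.13), and relative to autosomal genes the median was 0.55, or 0.08 without replicate 2. The share of 0.124% was 0.0866% in cells with at least 2000 UMIs and 0.156% with doublets kept, and the leptotene or zygotene share was 0.642% and 1.11%.

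Entry into meiotic prophase raised synapsis and recombination genes in the cKO testis. From differentiating spermatogonia to leptotene or zygotene spermatocytes 2205 genes rose and 1771 fell (55.5% of the changed genes higher, and 41.5% with DESeq2 size factors, which shift all genes by −0.27 on the log2 scale; 2106 rose and 2543 fell with doublets kept). Of the axis and synapsis genes 14 of 17 rose and 0 fell (15 adjusted over the list alone; median 2.00, camera adjusted p = 3.5e-10; 0.18 with an estimated correlation), with Meikin (4.27 ± 0.66, edgeR adjusted p = 3.2e-05), Hormad1 (3.46 ± 0.47) and Sycp2 (3.08 ± 0.46) in front. Recombination genes followed, 14 of 27 with 1 lower (16 and 1 over the list alone; 1.33, 6.1e-07; 0.18), led by Spo11 (3.38 ± 0.54) and Mcmdc2 (3.26 ± 0.59). The flagellum list, 14 of 23 (17; 1.63, 5.0e-09; 0.29), already rose here with Rsph1, Dnaic1, Fsip2 and Spag16, as did the piRNA list, 11 of 21 with 1 lower (15 and 1; 1.18, 0.00066; 0.44), in which Mybl1 rose by 4.08 ± 0.46 and Piwil4 fell by 4.88 (−7.57 without replicate 2). Of the retinoic acid list Rxra (−4.09 ± 0.69; −8.27 without replicate 2), Rarb (−3.49 ± 1.15) and Crabp1 (−2.95 ± 0.62) fell, as did the remodeler Chd7 (−2.93 ± 0.63), Tubb5 (−2.61 ± 0.43), and Mcm2 (−2.79 ± 0.50), Ccna2 (−2.52 ± 0.44) and Aurkb (−2.87 ± 0.49; −4.52 without replicate 2) of the mitotic list. Rarb did not pass at 2000 UMIs and above (adjusted p = 0.0680), nor did Crabp1 with the DESeq2 Wald test (0.0914) or Phlda3, at −2.25 ± 0.63 (−8.96 without replicate 2), without the sample block (0.185). Taken per sample, Rarb changed by −1.02 in replicate 1 and −3.94 in replicate 2, and Crabp1 by −5.01 and −2.05. Not past the threshold as lists were ISWI subunits (3 higher, 0 lower, adjusted p = 0.28), other remodelers (3 and 1, 0.29), CTCF and cohesin (1 and 2, 0.49), the retinoic acid list (3 and 5, 0.32), p53 targets (1 and 4, 0.28), the checkpoint list (6 and 1, 0.36), the mitotic list (2 and 4, 0.21) and housekeeping genes (1 and 4, 0.30). Other remodelers passed without the filter on low counts (0.0491), the mitotic list with doublets kept (0.0391) and at 2000 UMIs and above (0.0257), and housekeeping genes with doublets kept (0.0235). Adjusted over the list alone, the retinoic acid list had 3 and 6, the checkpoint list 6 and 4, the mitotic list 3 and 5 and housekeeping genes 3 and 5, and the other lists were the same. Of the ISWI subunits Baz2a (1.92 ± 0.39, adjusted p = 0.00060), Chrac1 (1.71 ± 0.51, 0.016) and Baz2b (1.15 ± 0.40, 0.037) rose.

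Into pachytene or diplotene, flagellar genes rose while recombination genes fell. Of 19227 genes 4631 were higher and 3913 lower, and the balance turned with size factors (4356 and 4451, the median moving by −0.13), the DESeq2 Wald test (4234 and 4450) and doublets kept (3849 and 4853). In the flagellum list 20 of 23 rose and 0 fell (20 adjusted over the list alone; median 2.19, camera adjusted p = 6.5e-08; 0.21 with an estimated correlation), headed by Tekt3 (3.65 ± 0.50, edgeR adjusted p = 7.0e-07), Tekt4 (3.10 ± 0.47), Tekt2, Dnali1 and Cfap44. Recombination genes fell, 18 of 27 with 1 higher (19 and 2 over the list alone; −1.61, 1.3e-07; 0.089), among them the X-linked Tex11 (−5.92 ± 0.42), Mei4 (−4.69 ± 0.52) and Tex15 (−4.59 ± 0.44). Axis and synapsis genes fell in 6 of 17 with 1 higher (7 and 1; −0.83, 0.011; 0.50), with Rad21l at −6.76 ± 0.64. CTCF and cohesin fell in 8 of 12 (9 lower and 1 higher; −1.0, 0.00051; 0.14), with Ctcfl at −5.18 ± 0.74 and Smc1a at −4.30 ± 0.50. P53 targets fell in 11 of 18 with 1 higher (11 and 1; −1.54, 0.0023; 0.089) and checkpoint genes in 9 of 17 with 1 higher (9 and 1; −0.88, 0.0032; 0.14). Among ISWI subunits Smarca5, Baz1b (−2.34 ± 0.35), Cecr2 (−2.44 ± 0.37), Rbbp7 (−4.47 ± 0.45) and Smarca1 (−2.93 ± 0.72) fell, and Baz1a (1.80 ± 0.40), Baz2b (1.34 ± 0.38) and Chrac1 (2.42 ± 0.51) rose. That list as a whole did not pass (adjusted p = 0.10), nor did other remodelers (1 higher, 7 lower, 0.11), in which Smarca2 rose by 2.90 ± 0.43, the retinoic acid list (1 and 4, 0.10), in which Crabp1 was at −6.12 ± 0.79 (−3.74 without replicate 2), the piRNA list (5 and 5, 0.97), in which Tdrd6 rose by 2.92 ± 0.39, the mitotic list (6 and 8, 0.22), in which Mcm2 was at −4.72 ± 0.61, and housekeeping genes (1 and 5, 0.17). For these 6 lists the counts adjusted over the list alone were the same. With doublets kept, ISWI subunits (0.0375), other remodelers (0.0397) and the retinoic acid list (0.0412) passed as lower, as did the last 2 without the filter on low counts (0.0284 and 0.0202). With an estimated correlation, of all lists only X-linked genes held.

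Round spermatids had less of the piRNA, remodeler and recombination transcripts than pachytene or diplotene spermatocytes. In all 5596 genes rose and 5306 fell (51.3% of changed genes higher, and 65.0% with size factors, which shift all genes by 0.49). The piRNA list fell in 16 of 21 with 0 higher (16 lower and 1 higher adjusted over the list alone; median −1.70, camera adjusted p = 4.8e-05; 0.45 with an estimated correlation), with Tdrd5 (−4.31 ± 0.39, edgeR adjusted p = 5.3e-10), Pnldc1 (−3.81 ± 0.43) and Piwil2 (−3.70 ± 0.40). Other remodelers fell in 17 of 21 (17; −1.33, 0.00022; 0.27), Chd1 (−3.57 ± 0.39) and Srcap (−3.38 ± 0.40) most, and only Chd5 rose, by 4.23 ± 0.40. Checkpoint genes fell in 11 of 17 with 2 higher (11 and 2; −1.71, 0.0075; 0.27), Rnf8 and Topbp1 most, and mitotic genes in 12 of 20 (12; −1.27, 0.0076; 0.48). Recombination genes fell in 16 of 27 with 4 higher (16 and 4; −1.24, 0.020; 0.48), with Ccnb1ip1 (−4.57 ± 0.50) and Mlh3 (−4.43 ± 0.41) in front, and synapsis genes in 9 of 17 with 2 higher (9 and 2; −1.09, 0.040; 0.61), Rec8 rising by 3.59 ± 0.46. Of the ISWI subunits 6 of 13 fell (6 and 1; −0.30, 0.038; 0.52), namely Smarca5, Baz1a (−3.17 ± 0.42), Bptf (−2.50 ± 0.40), Rbbp4 (−2.23 ± 0.39), Baz1b (−1.75 ± 0.37) and Baz2a (−1.42 ± 0.36), and Smarca1 rose by 2.65 ± 0.64. The ISWI and synapsis calls ended without the sample block (adjusted p = 0.0654 for both), and the synapsis and recombination calls at 2000 UMIs and above (0.167 and 0.0808). Not past were CTCF and cohesin (4 higher, 7 lower, 0.27), in which Stag2 rose by 3.23 ± 0.42, the retinoic acid list (4 and 3, 0.89) with Rxra (4.39 ± 0.50), Rarb and Stra6 higher and Rbm46 lower, the flagellum list (6 and 6, 0.98) with Ropn1 (4.39 ± 0.54) and Akap3 higher, p53 targets (5 and 7, 0.60) with Fas higher, and housekeeping genes (2 and 2, 0.60). Over the list alone these had the same counts, except 6 and 7 for p53 targets and 2 and 1 for housekeeping genes.

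From round to elongating spermatids, mitotic transcripts fell further. Here 3219 genes rose and 2985 fell (51.9% of changed genes higher, and 65.4% with size factors, which shift all genes by 0.28; 3303 rose and 3375 fell at 2000 UMIs and above). The mitotic list fell in 11 of 20 with 0 higher (12 adjusted over the list alone; median −1.30, camera adjusted p = 0.00025; 0.62 with an estimated correlation), with Plk1 (−3.14 ± 0.47, edgeR adjusted p = 3.9e-06), Cdc20, Bub1, Ccnb1 and Ccnb2. P53 targets did not pass as a list (5 higher, 1 lower, 0.13), although Btg2 (4.16 ± 0.66), Cdkn1a (3.97 ± 0.49) and Tnfrsf10b (3.06 ± 0.40) rose. Rdh10 of the retinoic acid list rose by 3.97 ± 0.41 and Aldh1a2 was at −2.26 ± 0.40. Among ISWI subunits Baz1a rose by 2.06 ± 0.40 and Smarca1 by 1.61 ± 0.55, and Smarca5 changed by 0.66 ± 0.39 (adjusted p = 0.21; 0.0375 with size factors and 0.0161 with the DESeq2 Wald test). Housekeeping genes went both ways, with Ywhaz and Actb (2.54 ± 0.44) higher and Tbp (−2.67 ± 0.43) lower, and of the other named genes Hus1, Spo11 and Tdrd7 fell, Syce2 rose by 2.10 ± 0.45 and Chd7 by 1.92 ± 0.52 (adjusted p = 0.277 with doublets kept). Not past the threshold were also the checkpoint list (0 higher, 3 lower, adjusted p = 0.13), the flagellum list (4 and 8, 0.24), the piRNA list (0 and 4, 0.36), the recombination list (2 and 6, 0.38), the synapsis list (1 and 2, 0.39), CTCF and cohesin (1 and 3, 0.40), the retinoic acid list (2 and 1, 0.63), housekeeping genes (3 and 3, 0.76), ISWI subunits (2 and 1, 0.84) and other remodelers (4 and 6, 0.84). Adjusted over the list alone the flagellum list had 4 and 9, the recombination list 3 and 6 and ISWI subunits 2 and 0, and the others were the same. Median and mean differed in sign for ISWI subunits in germ over somatic classes (0.08 and −0.37), p53 targets at meiotic entry (−0.19 and 0.06) and in round spermatids (0.56 and −0.03), and the piRNA list in pachytene or diplotene (0.00020 and −0.01), none past the threshold.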

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

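The tests of lower peak yield and of free RNA for Smarca5 were chosen only after the result was seen; the other tests in this part were set out earlier.

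The X share of ATAC peaks stood out because the genotypes differed in opposite directions at the 2 stages. Both cKO libraries lay above both wild-type libraries in cKIT+ cells and below them in 4C-sorted cells, and the difference between the effects was −1.92 on the log2 scale (two-sided exact permutation p = 0.0556, the smallest of 36 arrangements, so it did not pass 0.05). The cKIT+ change was 0.08 and turned to −0.07 among peaks with a −log10 q of at least 5 and to −0.02 in lists of equal length, so the opposite directions rest on a small change in the full lists. A lower yield of peaks in the cKO libraries is argued against in the full lists, since autosomal peaks stood at 1.10 times the wild-type number while X peaks stood at 0.271 times. With a −log10 q of at least 5 the cKO libraries had 17091 and 18380 autosomal peaks, against 18285 and 19216 in wild type. On X they had 346 and 382 such peaks, against 583 and 566. Weak peaks remain open as part of the pattern. Among peaks with a −log10 q of at least 5 the X ratio was 0.634, between the bounds set for the loss being one of weak peaks (0.8) and not (0.5), so the 2 cannot be told apart. Wild-type X peaks lay outside genes for the most part (69.2% and 70.1%). Their median widths were 218 and 205 bp, against 368 and 377 bp for wild-type autosomal peaks. Whether the lost peaks mark broad low-level accessibility was not tested. A shift of the cKO sort towards cells before pachytene also stays open. Autosomal regions that wild-type 4C-sorted cells gained over cKIT+ cells were found in the cKO libraries at 0.841 to 1.03 times the rate in the other wild-type library, and X regions at 0.241 to 0.289 times. On the other side, of the autosomal regions found in both cKIT+ wild-type libraries, 4C-sorted cKO libraries had 67.1% and 70.5% and 4C-sorted wild-type libraries 62.9% and 65.7%. The cKO lists also held 1.10 times the wild-type number of autosomal peaks, which could raise their share of any autosomal regions. Lists of equal length were not compared for these shares, so they cannot decide on such a shift. No library stands for leptotene or zygotene cells, which the 4C gate also holds, so the bound set beforehand (0.8 or more) was too wide to exclude such a shift. A direct effect of the genotype on sex chromosome chromatin is untested and also open.

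The short peak list of cKIT+ wild-type replicate 1 is weighed because it sets the genotype comparison at that stage. At the 29686 regions found in all 4 cKIT+ libraries its median −log10 q was 4.18, 0.492 times that of the next library, and its median fold was 4.33, 0.811 times. Fewer reads would lower q and leave fold near 0.9 or more, and weaker enrichment would bring fold under 0.8; the value lies between, so these explanations cannot be told apart, and either or both may apply. Of its peaks 74.5% to 76.4% were found in each other cKIT+ library. Its peak names differ in form from those of the other lists, which leaves a separate calling run open, untested, as is a biological difference of that sample.

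Smarca5 UMIs in cKO germ cells were weighed against free RNA. In spermatogonia of replicate 1 the level was 7.48 times that of the low-count barcodes, with intervals of 290 to 366 and 32.0 to 58.0 CPM, so free RNA is argued against as the source in these cells. Leptotene or zygotene spermatocytes of replicate 1 stood at 282 CPM (258 to 308). Pachytene or diplotene spermatocytes stood at 57.4 CPM (54.1 to 60.8), an interval that overlaps that of the low-count barcodes. Round and elongating spermatids lay below it, at 11.6 and 9.95 CPM. X-linked genes made up 0.109% of UMIs in pachytene or diplotene spermatocytes of replicate 1, against 0.967% in the low-count barcodes. UMIs that were mostly such free RNA would hold a larger X-linked share. Free RNA is thus argued against as the main source of Smarca5 UMIs in these spermatocytes of replicate 1. In round spermatids, with an X-linked share of 0.969%, and in elongating spermatids, with 2.08%, free RNA stays open. The levels in the somatic classes were close to that of the low-count barcodes, which by itself does not show their source. In replicate 1 elongating spermatid markers made up 0.225% of UMIs in Leydig cells and 2.99% in the low-count barcodes. UMIs of these Leydig cells were thus not mostly such free RNA. In Sertoli cells, with 4.39%, free RNA stays open, and macrophages were not tested. Transcripts whose 3′ end lies outside the deleted part, and cells that kept the floxed allele, stay open; neither was tested.

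Low-count barcodes of replicate 1, used here only as a measure of free RNA, held transcripts of elongating spermatids. Markers of these cells (Prm1, Prm2, Tnp1, Tnp2, Odf1, Gapdhs, Hils1, Oaz3 and Smcp) made up 2.99% of the 1078100 UMIs of 15453 such barcodes. The same markers made up 0.225% of UMIs in Leydig cells, 4.39% in Sertoli cells and 12.4% in elongating spermatids. The leading genes were mt-Co3 (0.979%), Prm1 (0.836%), Meig1 (0.690%), mt-Co1 (0.639%) and Tnp2 (0.630%). The cause was not tested.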

How the results depend on the processing

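The count of the unnamed cluster as round spermatids was among the tests chosen only after the result was seen. Of 1846 values of 235 results under an alternative, 1638 kept their direction and side of the threshold or moved within their spread. Another 155 moved further, 19 lost and 15 gained a call, and 19 turned direction. Causes were not tested unless stated. The 1638 overstate stability. For class shares the spread is that of the same 2 samples, so leaving out 1 sample could not exceed it. Spermatogonia at 4.69% and 1.29% thus count as kept. ATAC tests of genotype within a stage have too few libraries to pass the threshold, so they could neither lose nor gain a call. Some numbers of genes count as kept although they moved, such as 3876 becoming 4969 with size factors (higher in germ over somatic classes). With a −log10 q of at least 5 the X share in cKIT+ cells turned to −0.0691 and its stage difference fell to 0.26; wild-type-only regions numbered 45 (cKIT+), 1436 (4C-sorted autosomes) and 112 (X), cKO-only regions 780 and 8 (4C-sorted autosomes and X), lost gene ends 8 (cKIT+), and gained ones 1169 (cKIT+) and 200 (4C-sorted). In lists of equal length the X share in cKIT+ cells turned to −0.0155, regions became 517 and 2296, and gene ends 145 lost and 169 gained. Windows of 3000 bp, wider by construction, gave 107 and 475 lost gene ends (cKIT+, 4C-sorted) and 127 on X. For lists, turning is by camera's direction against all genes, and medians are given. With size factors and the Wald test the flagellum list in round spermatids turned (0.58, adjusted p = 0.91 and 0.77), as did the retinoic acid list with the Wald test (0.91) and without the filter (0.35), and CTCF and cohesin at meiotic entry without the filter (0.20). With doublets kept 1, 2 and 8 lists were lower in germ over somatic classes, at meiotic entry and in pachytene or diplotene, other remodelers turned in germ over somatic (0.0598) and in elongating spermatids (0.24), Smarca5 passed at 0.52, and 1377 genes were lower in elongating spermatids; round spermatids made up 14.4%, Leydig cells 12.0% and macrophages 2.19%, and X-linked shares were 1.11% (leptotene or zygotene), 0.156% (pachytene or diplotene), 1.88% (elongating) and 1.99% (Leydig). At 2000 UMIs and above 1 list was lower in germ over somatic and 1 at meiotic entry, where the checkpoint list turned (0.46), 3039 genes rose and 2520 fell in pachytene or diplotene, shares were 17.5% (round), 3.04% (Sertoli) and 1.18% (macrophages), and X-linked shares 0.642%, 0.0866% and 2.07% (macrophages). At 500 UMIs and above pachytene or diplotene made up 27.6%, round spermatids 13.4% and macrophages 2.31%; at 5% mitochondrial UMIs 31.2%, 12.6% and Leydig cells 6.61%; at resolution 0.5 30.7% and 16.7%, at resolution 2 round spermatids 12.7%, and with joint clustering 17.2% and macrophages 2.10%. The unnamed cluster brought round spermatids to 18.0% and their X-linked share to 1.26%. Leaving out libraries, covered length ranged from −0.0456 to 1.48 (cKIT+), −0.10 to 0.0541 (4C-sorted) and −0.0336 to 0.73 (both), peak number from −0.0905 to 0.00577 (4C-sorted), gene-end share from −0.45 to 0.0170 (both), the X stage difference from 1.5 to 2.17, overlap from −0.17 to 0.36 (cKIT+), lists past the threshold from 0 to 1 (cKIT+) and the X-linked change to elongating spermatids relative to autosomes from 0.0765 to 0.61. Since omission relaxes their rule, wild-type-only regions ranged from 1784 to 16363 (cKIT+), 3672 to 12034 (4C-sorted autosomes) and 2052 to 6869 (X), cKO-only regions from 16517 to 70815, 6003 to 16482 and 72 to 692, lost gene ends from 101 to 699 (cKIT+), 449 to 848 (4C-sorted) and 105 to 149 (X), and gained ones from 867 to 4346 and 623 to 1076. With replicate numbers as a block the smallest p is 0.125; region profiles of same-numbered libraries correlated by 0.0674 and 0.00743, which gives no sign of pairing. Named genes stayed in place or within their spread in 798 of 832 values and lists in 409 of 480. All sequences are chromosomes 1 to 19, X and Y, so leaving out other sequences changed nothing. Unknown read depth limits the peak comparisons.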

Other observations

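No tests in this part were chosen only after the result was seen.

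X-linked genes that lost a gene-end peak in 4C-sorted cKO cells might have been expected to rise less after meiosis. In the cKO testis their median log2 change from pachytene or diplotene to round spermatids was 2.13, against 1.19 for X-linked genes with a peak in both genotypes, a difference of 0.94 in the opposite direction (two-sided permutation p = 0.00958). The check is void, because only 42 of the 74 genes (56.8%) and 381 of 482 could be tested in the single-cell data. Of the 74 genes 21 had too few counts, as had 65 of the 482, and 11 had no match by symbol. The filter on low counts thus leaves out genes with hardly any UMIs, which is where genes that stay silent after meiosis would be, and does so more often among genes with a lost peak. Without a wild-type single-cell sample, a smaller rise in cKO than in wild type could not be measured either.

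Pachytene or diplotene cells made up 79.5% of the spermatocytes of replicate 1 and 66.6% of replicate 2, and the ratio of round spermatids to pachytene or diplotene spermatocytes was 0.437 and 0.456. Sertoli clusters of 363 cells in replicate 1 and 261 cells in replicate 2 also had 9 elongating spermatid markers raised.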
